A study of Homo sapiens with 49 samples.

How the data were processed

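The series holds 49 samples, and the 9 RNA libraries were analysed. They come from HCT116 cells, an established human colorectal carcinoma line, treated for 16 h with DMSO or with 4.68, 9.37, 18.75, 30, 37.5, 75, 150 or 300 nM largazole, with 1 library of polyadenylated RNA per dose. The other 40 samples are chromatin immunoprecipitation libraries and inputs of HCT116 cells and of RPE cells, a retinal pigment epithelium line. The deposited table has no columns for them, so they were not analysed here.

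The values in the deposited table are FPKM, computed by the authors. The table's header names no unit, so the unit was taken from the submitters' processing notes and tested on the values, which are decimals with column sums from 985121 to 1096590. Per the submitters' processing notes, reads were processed with CASAVA 1.8.2, Bowtie2 2.0.2.0, TopHat2 2.0.6, SAMtools 0.1.18.0 and Cufflinks 2.1.1 against human genome build hg18. The submitters' processing notes also list DESeq, with no version and no statement of its use. The normalization between libraries, the gene annotation and any filter on the table are not stated. The column headed as control was taken as the DMSO library. Coordinates are printed as the table gives them, since no hg18 reference was at hand to test them.

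The table holds 23597 rows, of which 3835 are 0 in each library, 6399 share their locus with another row and 28 carry symbols that a spreadsheet turned into calendar dates. Symbols of the form of microRNA, snoRNA and similar short RNAs marked 1722 rows. Read counts were not used here, since the table gives FPKM, so the depth of a library is unknown and counting intervals and limits of detection could not be given. Relative depth was estimated from genes under 0.2 FPKM in a library and in DMSO, whose ratios pile up at the ratio of the depths, and ranged from 0.953 to 1.34. A value of 0 in a gene with a median of at least 5 FPKM was found 20 times in 13 genes, and 16 of these zeros in 9 genes lie beside values of at least 5 FPKM. They were kept as deposited in the main test and set to missing in an alternative.

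The design fixed before the data were examined foresaw a count model for counts and, for normalized units, the limma test that was used. Values were analysed as log2(FPKM + 1) for 13015 genes with at least 1 FPKM in at least 2 libraries. The dose was coded in doublings, with 4.68 nM at 1 and DMSO at 0, so that the range spans 7.00 doublings. The trend is the slope of a straight line in this code, fitted with limma 3.58.1 (R 4.3.3, empirical Bayes with trend and robust options, 7 residual degrees of freedom), and is given as the fitted change over the whole range with its SE. Curvature is the quadratic term of a second model (6 residual degrees of freedom), and any smooth response is the joint test of 3 natural spline terms (5 residual degrees of freedom). Adjusted p values are Benjamini-Hochberg values over all genes tested, two-sided, with a threshold of 0.05. A gene that rose and then fell, or the reverse, had a called quadratic term and a fitted turn of at least log2 0.5 beyond both ends. Because 1 library stands for each dose, departures from the fitted curve count as error and no dose was tested against DMSO on its own.

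Each dose was described by the number of genes at least 2-fold from DMSO among genes of at least 5 FPKM in either library, with no test. The midpoint dose is the lowest dose from which a called gene stays at or beyond 0.5 of its mean log2 change at 150 and 300 nM, measured from the mean of DMSO and 4.68 nM. Gene lists, 30 in number with 869 members, were fixed before the data were examined. All 869 members were matched, 5 of them by an older symbol, and 694 were measured in the test. Only 1 gene is in 2 lists. Lists were tested with camera in limma (preset correlation of 0.01) on the trend, with Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation and with fry.

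The named genes follow a rule fixed before the data were examined. It takes the 12 largest rising and the 12 largest falling fitted changes among called genes outside the lowest 25% of mean level that moved the same way against DMSO in each of the 5 libraries of 30 nM and above. It adds the 6 most positive and 6 most negative called quadratic terms, a fixed panel of 28 genes, and up to 4 called members of each list with the largest change. Because short RNAs filled many of these places, further genes were chosen after their values were seen. These are the largest changes of the trend among other rows (SCNN1A, KCNN4, PDE4B and TRIP6 among them), the genes with the clearest turns (FOXC1, SPTSSB, ARHGDIB, PRF1 and DDIT3), list members named as not called or as exceptions (CENPE, TK1, EGR1, H2AFZ and the like), and the genes with zeros.

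The alternatives fixed before the data were examined were quantile rescaling, no filter and a filter of 10 FPKM, pseudocounts of 0.1 and 5, the rank of the dose, the dose in nM, DMSO placed 3 doublings below the lowest dose, a comparison of 2 dose ranges, other fold limits, and leaving out each library in turn. After the data were seen, median ratio rescaling over genes of at least 5 FPKM in every library, zeros as missing, a run without short RNA rows and a test of the lists among genes of at least 1 FPKM in DMSO and at 4.68 nM were added. The methods were tested on simulated data of 13015 genes with the fitted scatter. With 50 changed genes per size, the trend recovered 46% of genes at log2 0.5, 94% at log2 1 and 98% at log2 2, with 9 false calls among the unchanged genes. These changes were straight lines in few genes. The rates therefore describe that setting and not the data, where 8639 genes were called and many curved. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.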

Results

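RNA of HCT116 cells, a human colorectal carcinoma line, was measured after 16 h with the solvent DMSO or with largazole at 8 doses of 4.68, 9.37, 18.75, 30, 37.5, 75, 150 and 300 nM. Largazole is a depsipeptide from a marine cyanobacterium that inhibits class I histone deacetylases (HDACs). Each dose had 1 library, so no value has a replicate, and the error given with a fitted value is the scatter of the 9 libraries around a line in log dose. The deposited values are FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of a library), and read counts per library are unknown. Between 11682 and 12269 genes reached 1 FPKM in a library. Depth relative to DMSO, estimated from genes near the lowest values, ranged from 0.953 at 75 nM to 1.34 at 4.68 nM. Rows of short RNAs such as microRNA and snoRNA held 29.6% to 35.5% of the total FPKM of a library, and MIR4461 alone held 16.0% to 25.6%. The other 40 libraries of the series, from chromatin immunoprecipitation and its inputs, were not analysed here.

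The dose series asks which transcripts change as HDAC inhibition increases. DHRS2, a short-chain dehydrogenase, rose from 10.2 to 1675 FPKM from DMSO to 300 nM, with a fitted log2 change of 7.60 ± 0.98 (SE, n = 9 libraries; the same form is used in parentheses hereafter). CTGF, a secreted matrix-associated growth factor, rose from 0.231 to 125 FPKM (7.69 ± 0.73), and VGF, a neuropeptide precursor, rose from 43.4 to 1546 FPKM (5.61 ± 0.60). H1F0, the replication-independent linker histone, rose from 465 to 1568 FPKM (1.93 ± 0.22), and TUBB3, the neuronal class of beta tubulin, rose from 158 to 487 FPKM (1.64 ± 0.10). CLU, the secreted chaperone clusterin, rose from 94.3 to 1360.0 FPKM (4.29 ± 0.28), and GSN, the actin-severing protein gelsolin, rose from 27.7 to 89.1 FPKM (1.74 ± 0.31). The intermediate filament gene VIM rose from 0.649 to 3.4 FPKM (1.30 ± 0.31) and the proapoptotic gene BMF rose from 0.405 to 4.27 FPKM (2.30 ± 0.24), both from levels under 1 FPKM, where the fitted scale of log2(FPKM + 1) understates the fold. Large rises from low levels were also fitted for RPL3L, a muscle paralog of a ribosomal protein, which went from 0.374 to 178 FPKM (8.47 ± 0.98), LINC00659, which went from 6.28 to 616 FPKM (7.42 ± 0.47), and CEND1, a neuronal cell-cycle exit gene, which went from 1.08 to 91.5 FPKM (5.96 ± 0.98).

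The largest decreases among genes other than short RNAs were in MALL, a membrane proteolipid, which fell from 98.9 to 3.21 FPKM (-5.43 ± 0.40), and in LTBR, the lymphotoxin beta receptor, which fell from 77.9 to 2.89 FPKM (-4.92 ± 0.26). HMGA2, an architectural chromatin protein, fell from 28.2 to 0.624 FPKM (-4.75 ± 0.29), and H2AFY2, a macroH2A histone variant, fell from 59.1 to 2.44 FPKM (-4.53 ± 0.31). The ion channel genes SCNN1A and KCNN4 fell from 32.2 to 1.19 FPKM (-4.43 ± 0.22) and from 36.1 to 1.86 FPKM (-4.23 ± 0.24). TRIP6, a LIM-domain adhesion protein, fell from 202 to 13.8 FPKM (-4.03 ± 0.20), and PDE4B, a cyclic AMP phosphodiesterase, fell from 15.7 to 0.281 FPKM (-4.29 ± 0.30). TYMS, thymidylate synthase, fell from 92.4 to 10.4 FPKM (-3.47 ± 0.36), and the transcription factor MYC fell from 282 to 65.1 FPKM (-1.79 ± 0.35). The receptor MET fell from 11.9 to 1.86 FPKM (-2.64 ± 0.33), the cyclin CCND1 fell from 89.6 to 17.4 FPKM (-2.33 ± 0.31), and the antiapoptotic gene BCL2L1 fell from 77.2 to 18 FPKM (-2.37 ± 0.36). EGFR fell from 1.02 to 0.177 FPKM (-0.73 ± 0.18).

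**Figure D1:**
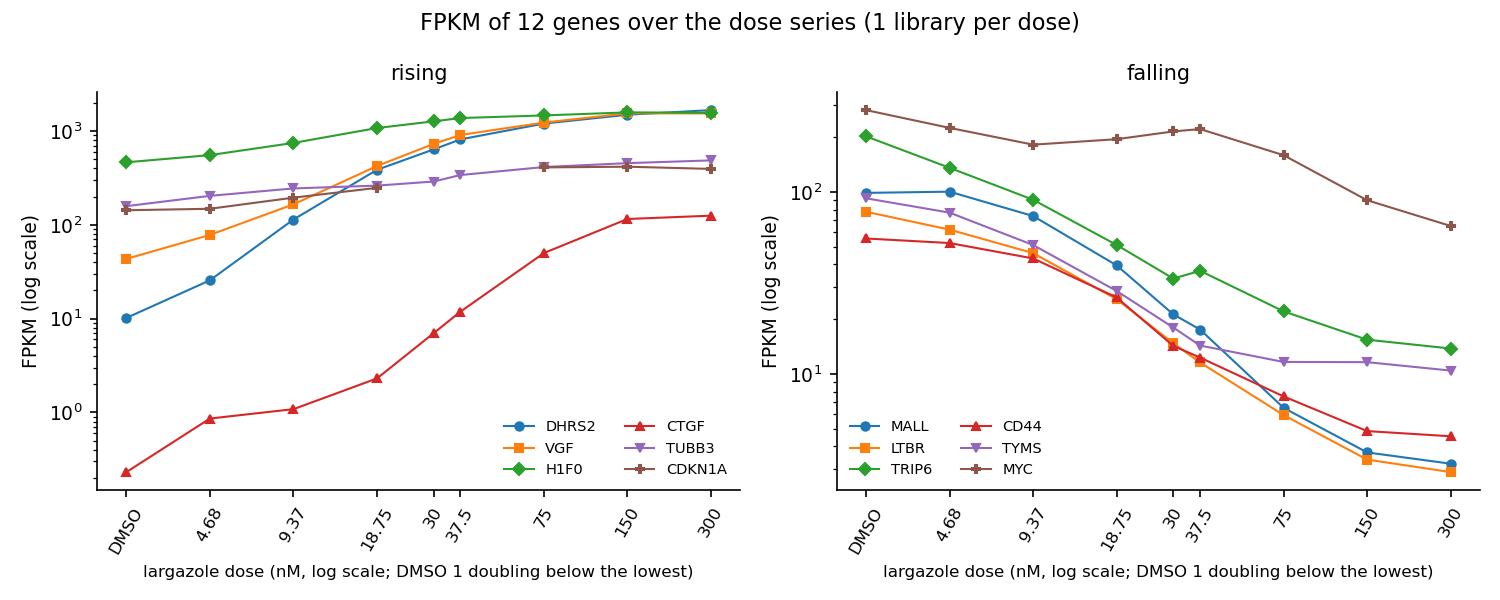
FPKM (log scale) of 6 rising and 6 falling genes in the 9 libraries, 1 per dose, against largazole dose on a log scale with DMSO placed 1 doubling below 4.68 nM; the line of CDKN1A is broken where it is listed at 0, at 30 and 37.5 nM. At 300 nM DHRS2 reached 1675 FPKM, VGF 1546 and H1F0 1568, while MALL, LTBR and CD44 ended under 5 FPKM.

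Across 13015 genes tested with limma's trend method, 3982 rose and 4657 fell at an adjusted p of 0.05, and 4376 were not called, with a median SE of 0.16. A fitted change of at least log2 1 was found for 1769 rising and 2165 falling genes, and of at least log2 2 for 432 and 465. The split between rising and falling depended on the scaling, since median ratio rescaling moved the median of all genes by 0.14, from -0.07 to 0.07, and gave 4699 rising and 3943 falling genes. Fitted changes smaller than that shift can turn in sign with the scaling. A minimum of 10 FPKM in place of 1 left 2006 rising and 2869 falling of 6764 genes, and the dose in nM in place of its logarithm gave 2152 rising and 2489 falling of 13015.

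In the human hg18 coordinates that the table gives, DHRS2 lies on chromosome 14, 23175412 to 23184688, CTGF on chromosome 6, 132311009 to 132314211, VGF on chromosome 7, 100592509 to 100595572, MALL on chromosome 2, 110198735 to 110231432, and TYMS on chromosome 18, 586997 to 702662. The loci of MALL, TYMS, LTBR, SCNN1A, HMGA2, H2AFY2 and EGFR are shared with other genes in the table, with LTBR and SCNN1A on the same one, as are the loci of 6399 of 23597 rows, so that reads of overlapping genes are hard to separate there. Of the 12 rising genes that the rule fixed before the data were examined picks, SNORA78, MIR378D2, MIR612 and MIR1307 are short RNAs listed at 0 in DMSO and 4.68 nM. The other picks included RPL3L, CTGF, DHRS2, LINC00659, C9orf53, RFPL4A and LOC339166. RFPL4A, a testis and oocyte gene, rose from 0.264 to 57.1 FPKM (6.64 ± 0.50), and the uncharacterised LOC339166 rose from 0.799 to 57.6 FPKM (6.13 ± 0.51). C9orf53, which shares its locus with CDKN2A, rose from being listed at 0 to 61.7 FPKM. Among the 12 falling picks, MIR196B, MIR25, MIR1204, MIR1226, MIR2861, SNORD119, SNORD21 and MIR1914 are short RNAs listed at 0 at 300 nM. Short RNAs are poorly captured in polyadenylated libraries, and the calls of MIR1204, MIR1226, MIR1914, MIR378D2 and MIR612 ended without the DMSO library, at adjusted p of 0.0976, 0.0593, 0.0558, 0.0611 and 0.0557. MIR1204 also lost its call without any 1 of 6 other libraries, MIR1226 without 4.68, 9.37, 150 or 300 nM, and MIR1914 without 4.68 or 300 nM. Without short RNA rows 3964 genes of the main test rose and 4626 fell.

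CDKN1A, which encodes the CDK inhibitor p21, was listed at 143 FPKM in DMSO, 248 at 18.75 nM and 395 at 300 nM, but at 0 at 30 and 37.5 nM, between values of 248 and 410.1 FPKM (chromosome 6, 36752214 to 36763095). With these zeros it was not called (0.89 ± 4.06, adjusted p = 0.861). With them set to missing, a choice made after seeing the data, it rose by 1.75 ± 0.18 (adjusted p = 5.03e-05). The table lists 16 such zeros beside values of at least 5 FPKM, in 9 genes that include ANKRD11, CAPNS1, CDKN1A, GBF1, KRT8, KRT18, TOMM40 and WFS1. With the zeros missing, WFS1 rose by 1.59 ± 0.12 and GBF1 by 1.44 ± 0.19, ANKRD11 changed by -0.76 ± 0.10 and TOMM40 by -1.20 ± 0.26.

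Genes of the mitotic cell cycle fell together. The ubiquitin-conjugating enzyme gene UBE2C fell from 293 to 43.5 FPKM (-3.28 ± 0.26), the kinases PLK1 and AURKB fell from 186 to 37.4 FPKM (-2.70 ± 0.22) and from 126 to 28 FPKM (-2.65 ± 0.25), the separase gene ESPL1 fell from 16.8 to 3.21 FPKM (-2.41 ± 0.17), and the proliferation marker MKI67 fell from 30.0 to 10.1 FPKM (-1.89 ± 0.23). Of 36 measured members of the mitosis list, 35 fell and 0 rose over all genes tested, and the count was the same adjusted over the list alone. CENPE was the member not called, at 2.12 FPKM in DMSO and 1.95 FPKM at 300 nM (-0.15 ± 0.17). The median change was -1.87 (camera adjusted p = 7.26e-10, and adjusted p = 0.572 with an estimated correlation). That correlation was 0.79, and the adjustment gave the value of 0.572 to called and uncalled lists alike.

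DNA replication genes fell as well, among them TYMS, the DNA methylation maintenance factor UHRF1, which went from 74.9 to 14.6 FPKM (-2.89 ± 0.30), the transcription factor E2F2, which went from 11.7 to 1.6 FPKM (-2.74 ± 0.27), and the helicase subunit MCM3, which went from 167 to 36.1 FPKM (-2.60 ± 0.37). Of 40 measured members 35 fell and TK1, thymidine kinase, rose from 585 to 787 FPKM (0.56 ± 0.09). These counts were the same adjusted over the list alone, and the list's median was -1.36 (camera adjusted p = 8.59e-06, and adjusted p = 0.619 with an estimated correlation). In the list of homologous recombination and Fanconi repair, 17 of 21 members fell and 0 rose over all genes and adjusted over the list alone. FANCG fell from 42.5 to 10.7 FPKM (-2.15 ± 0.25), RAD54L from 19.6 to 5.08 FPKM (-2.15 ± 0.22) and FANCD2 from 11.6 to 3.14 FPKM (-1.92 ± 0.18). That list had a median of -1.19 (camera adjusted p = 0.000196, and adjusted p = 0.572 with an estimated correlation).

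The CDK inhibitors, which hold back the cell cycle, moved in both directions. CDKN1C, encoding p57, rose from 9.77 to 183 FPKM (4.52 ± 0.22), CDKN2D rose from 20.5 to 98.5 FPKM (2.43 ± 0.17) and CDKN2B rose from 1.43 to 5.77 FPKM (1.55 ± 0.41), while CDKN2A fell from 138 to 35.5 FPKM (-2.02 ± 0.14) and CDKN1B, encoding p27, fell from 12.5 to 4.6 FPKM (-1.38 ± 0.14). CDKN2A and CDKN2B share their loci with other genes, and without DMSO CDKN2B was not called (adjusted p = 0.0616). Of 8 members 4 rose and 3 fell over all genes and adjusted over the list alone, with CDKN1A not called because of its zeros (camera adjusted p = 0.636).

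Most genes in the list of ribosome biogenesis and MYC targets fell. UBTF, the RNA polymerase I factor, fell from 50.4 to 5.68 FPKM (-3.01 ± 0.13), DKC1, the pseudouridine synthase dyskerin, fell from 66.7 to 19.5 FPKM (-2.06 ± 0.19), MRTO4 fell from 109 to 30.8 FPKM (-1.99 ± 0.19) and WDR74 fell from 165 to 40.8 FPKM (-1.96 ± 0.20). Of 40 measured members 33 fell and 0 rose, and 34 fell adjusted over the list alone. The list's median was -1.05 (camera adjusted p = 7.31e-07, and adjusted p = 0.572 with an estimated correlation). The list of cytosolic ribosomal proteins had 8 of 37 members falling and 1 rising over all genes, and 4 falling and 1 rising adjusted over the list alone (camera adjusted p = 0.57). RPL6 fell from 2338 to 1624 FPKM (-0.49 ± 0.10), RPL10A from 2508 to 1639 FPKM (-0.47 ± 0.11) and RPL4 from 1987 to 1437 FPKM (-0.44 ± 0.08). The list's median of -0.11 became 0.06 under median ratio rescaling, which gave 9 rising and 4 falling members.

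Histone genes with polyadenylated transcripts and linker histone genes rose. HIST1H2BD rose from 6.97 to 136 FPKM (5.01 ± 0.70), HIST1H2BK from 36.6 to 463 FPKM (4.57 ± 0.53) and the linker histone HIST1H1C from 54.9 to 568 FPKM (4.43 ± 0.52), beside H1F0. Of 23 measured members 16 rose and 5 fell over all genes and adjusted over the list alone. The members that fell were H2AFY2, H2AFZ, H2AFX, HIST2H2AC and H2AFY, all of the H2A family. The list's median was 1.93 (camera adjusted p = 0.0245, and adjusted p = 0.572 with an estimated correlation). Among genes of at least 1 FPKM in DMSO and at 4.68 nM, a limit chosen after seeing the data, 13 of 19 members rose and 5 fell, and the list was not called (adjusted p = 0.0527). Histone genes have near-identical sequences, so reads can be shared between members.

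Genes typical of other tissues rose, many of them from under 1 FPKM. In the mesenchymal list the transcription factor FOXC2 rose from 0.144 to 14.4 FPKM (4.44 ± 0.32), the surface glycoprotein THY1 from 0.0464 to 11.2 FPKM (4.33 ± 0.43), and CTGF rose too. Of 15 measured members 11 rose and 2 fell over all genes and adjusted over the list alone, and TAGLN and S100A4 were those that fell. Its median was 1.54 (camera adjusted p = 0.00703, and adjusted p = 0.572 with an estimated correlation). In the neuronal list VGF, the Notch ligand DNER, which went from 0.483 to 11.8 FPKM (3.31 ± 0.39), RUNDC3A, which went from 0.779 to 11.4 FPKM (3.09 ± 0.32), and the synaptic vesicle gene SYP, which went from 1.54 to 13.7 FPKM (2.93 ± 0.37), rose most. Of 22 measured members 14 rose and 3 fell over all genes and adjusted over the list alone, with a median of 1.03 (camera adjusted p = 0.0106, and adjusted p = 0.572 with an estimated correlation). That call ended without the DMSO library (adjusted p = 0.0561). Both calls also ended among genes of at least 1 FPKM in DMSO and at 4.68 nM, where 5 of 9 mesenchymal members rose and 2 fell (adjusted p = 0.148), and 9 of 17 neuronal members rose and 3 fell (adjusted p = 0.0755). A gene silent in DMSO enters the test only if it reaches 1 FPKM at other doses, and of 1280 tested genes under 1 FPKM in DMSO, short RNAs left out, 55.6% rose and 4.61% fell in a trend fitted without DMSO.

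Among the lists of leukocyte, endothelial and blood cell markers, retinal pigment epithelium markers and germline genes, only the first was called, as rising. Only 6 of its 25 members were measured. Of 6 measured members of the list of leukocyte, endothelial and blood cell markers 4 rose and 0 fell over all genes and adjusted over the list alone (median 1.06, camera adjusted p = 0.0326, and adjusted p = 0.572 with an estimated correlation), and quantile rescaling ended the call (adjusted p = 0.0583). Only 1 member had at least 1 FPKM in DMSO and at 4.68 nM, and the call ended there too (adjusted p = 0.674). HBA1, a globin gene, was listed at 0 in DMSO and rose to 13.3 FPKM, CD14 rose from 0.179 to 3.78 FPKM and ITGA2B from 0.893 to 2.53 FPKM (0.75 ± 0.16). Of 4 measured retinal pigment epithelium markers 3 rose and RPE65 fell over all genes and adjusted over the list alone (camera adjusted p = 0.254). PMEL rose from 1.83 to 21.7 FPKM (3.28 ± 0.34), LRAT from 0.416 to 2.5 FPKM (1.27 ± 0.19) and MITF from 0.282 to 1.54 FPKM (0.91 ± 0.14), and RPE65 fell from 1.15 to 0.214 FPKM (-0.78 ± 0.14). Of 3 measured germline and cancer-testis genes MAGEB2 rose from 98.9 to 138 FPKM (0.52 ± 0.09) and PRAME fell from 21.6 to 16.9 FPKM (-0.70 ± 0.28), with the same calls adjusted over the list alone. PRAME stood above its DMSO value from 4.68 to 75 nM, with 34.8 FPKM at 9.37 nM. It lost its call under both rescalings (adjusted p = 0.192 and 0.153) and without any 1 of 7 libraries (0.0551 to 0.214), and MAGEA3 was at 52.2 FPKM in DMSO and 42.5 FPKM at 300 nM (-0.26 ± 0.12), with a called quadratic term of 0.24 ± 0.07 (adjusted p = 0.0407). The germline list's test pointed up while its median of -0.26 and mean of -0.15 were negative (camera adjusted p = 0.92).

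Epithelial genes mostly fell. KRT7, a simple epithelial keratin, fell from 24.9 to 3.37 FPKM (-3.01 ± 0.21), the desmosomal cadherins DSG2 and DSC2 fell from 10.2 to 2.02 FPKM (-2.36 ± 0.28) and from 3.8 to 0.591 FPKM (-2.11 ± 0.30), and the splicing regulator ESRP1 fell from 24.1 to 5.93 FPKM (-2.26 ± 0.22). CDH1, encoding E-cadherin, rose from 8.77 to 14.1 FPKM (0.63 ± 0.22), a call that ended without DMSO (adjusted p = 0.207) or without 4.68 nM (0.0871). Of 35 measured members of the list of epithelial junctions and keratins, 22 fell and 8 rose over all genes, and 22 fell and 9 rose adjusted over the list alone. Its median was -0.97 (camera adjusted p = 0.0328, and adjusted p = 0.572 with an estimated correlation), and the call ended under quantile rescaling (adjusted p = 0.0546), without 300 nM (0.0506) and among genes of at least 1 FPKM in DMSO and at 4.68 nM (0.145). KRT8 and KRT18, which share 1 locus, were listed at 0 at 30 and 150 nM, and with these zeros missing KRT18 changed by -0.73 ± 0.11 (adjusted p = 0.000423) and KRT8 was not called (-0.12 ± 0.17, adjusted p = 0.542). Of 8 measured members of the list of intestinal differentiation, CDX2, the intestinal homeobox factor, fell from 18.2 to 6.76 FPKM (-1.27 ± 0.14), HNF4A fell from 1.38 to 0.515 FPKM (-0.89 ± 0.27) and ATOH1 rose from 0.36 to 0.887 FPKM (0.62 ± 0.13), with the same calls adjusted over the list alone (camera adjusted p = 0.835). HNF4A stood above its DMSO value from 4.68 nM (2.43 FPKM) to 37.5 nM (1.83 FPKM) and below it from 75 nM. It was not called without 300 nM (adjusted p = 0.0987).

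**Figure D2:**
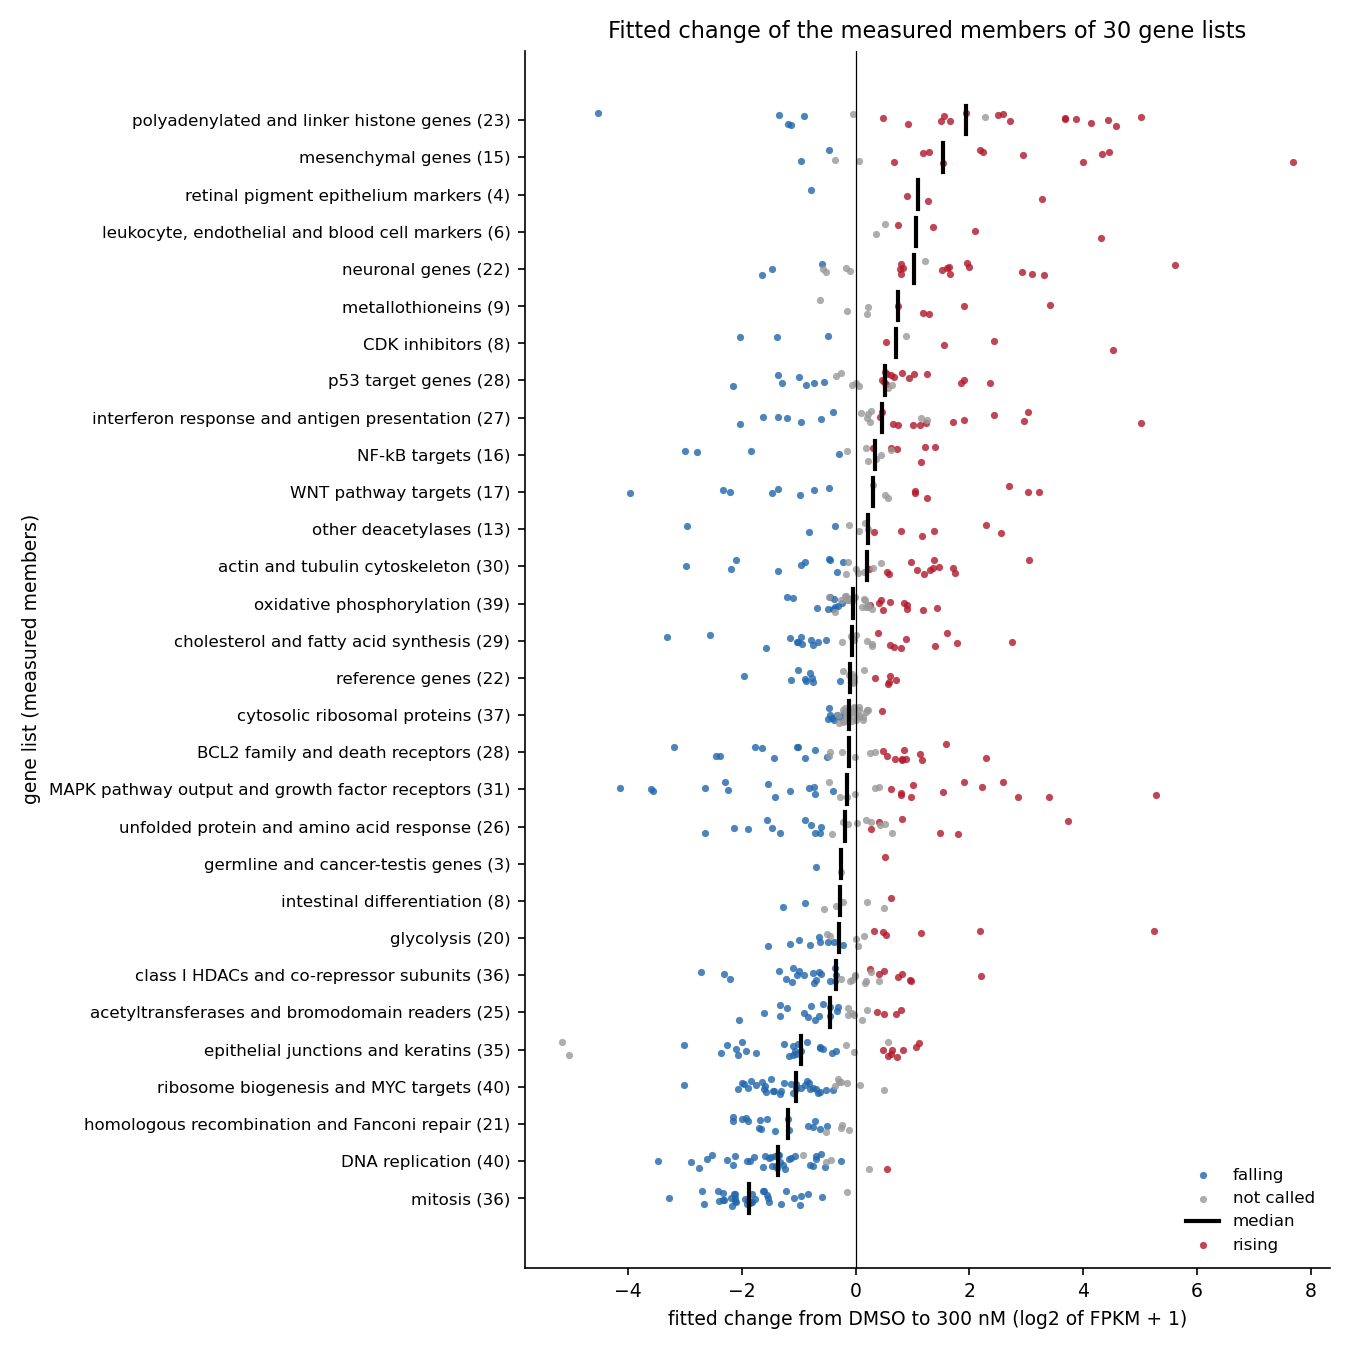
Fitted change from DMSO to 300 nM (log2 of FPKM + 1) of each measured member of 30 gene lists, 1 point per gene coloured by its call, with the list's median as a bar and the number of measured members in parentheses. The mitosis list had the lowest median at -1.87 and the histone list the highest at 1.93, the grey points near -5 are KRT8 and KRT18 with their zeros, and the medians of 5 lists (BCL2 family, cholesterol, ribosomal proteins, oxidative phosphorylation and reference genes) change sign with the scaling.

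The targets of the drug and their partners changed unevenly. HDAC3 rose from 72.6 to 116 FPKM (0.75 ± 0.12) and HDAC8 fell from 10.3 to 5.03 FPKM (-0.91 ± 0.11). HDAC1 rose from 149 to 173 FPKM (0.26 ± 0.08), a call that ended without 4.68 nM (adjusted p = 0.0534), and HDAC2 fell from 23.7 to 17.6 FPKM (-0.44 ± 0.09), a call that ended under quantile rescaling (adjusted p = 0.0755). The co-repressor subunits MTA3, TBL1XR1 and MTA1 fell from 12.9 to 1.5 FPKM (-2.72 ± 0.25), from 9.75 to 1.64 FPKM (-2.31 ± 0.15) and from 108 to 26.1 FPKM (-2.21 ± 0.11), and ING1 rose from 17.1 to 75.4 FPKM (2.21 ± 0.33). Of 36 measured class I HDACs and co-repressor subunits 19 fell and 8 rose over all genes and adjusted over the list alone (camera adjusted p = 0.19). Among the other deacetylases HDAC7 fell from 14.7 to 1.37 FPKM (-2.97 ± 0.17), SIRT4 rose from 1.93 to 13.4 FPKM (2.56 ± 0.21), SIRT2 from 14.8 to 64.8 FPKM (2.29 ± 0.19), SIRT7 from 70.4 to 134 FPKM (1.37 ± 0.22), HDAC11 from 8.11 to 17.5 FPKM (1.18 ± 0.12) and HDAC5 from 14.9 to 20.9 FPKM (0.79 ± 0.17). Of 13 measured members 6 rose and 3 fell over all genes and adjusted over the list alone (camera adjusted p = 0.281).

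Acetyltransferases and bromodomain readers, the counterparts of the HDACs, gave 15 falling and 4 rising of 25 measured members over all genes and adjusted over the list alone (median -0.44, camera adjusted p = 0.0794). BRD1 fell from 9.81 to 1.91 FPKM (-2.05 ± 0.14), KAT2A from 42.8 to 12.8 FPKM (-1.61 ± 0.13), KAT5 from 21.6 to 8.51 FPKM (-1.33 ± 0.16) and TADA2A from 7.62 to 2.5 FPKM (-1.32 ± 0.13). Without 300 nM the list itself reached an adjusted p of 0.0495.

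Members of the list of MAPK pathway output and growth factor receptors moved in both directions. The immediate early genes FOS and EGR1 rose from 2.71 to 102 FPKM (5.27 ± 0.48) and from 18.4 to 184 FPKM (3.40 ± 0.27), while the growth factor gene EREG fell from 45.7 to 2.29 FPKM (-4.13 ± 0.23), the cytokine LIF from 14.5 to 0.705 FPKM (-3.59 ± 0.22) and FOSL1, encoding FRA1, from 105 to 11.8 FPKM (-3.56 ± 0.42). Of 31 measured members 12 rose and 13 fell over all genes and adjusted over the list alone, and the test pointed up while the median of -0.15 and the mean of -0.04 were negative (camera adjusted p = 0.864). In the WNT list CD44, the hyaluronan receptor, fell from 55.5 to 4.54 FPKM (-3.97 ± 0.28), and the WNT antagonist DKK1 rose from 59.6 to 447 FPKM (3.22 ± 0.66), EPHB3 from 2.98 to 30.4 FPKM (3.02 ± 0.12) and SP5 from 1.88 to 14.2 FPKM (2.69 ± 0.32). Of 17 measured WNT targets 6 rose and 8 fell over all genes and adjusted over the list alone (camera adjusted p = 0.822). The order of the counts turned in both lists with the scaling, to 13 rising and 11 falling MAPK members and 8 and 7 WNT targets under median ratio rescaling.

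In the NF-kB list the subunit gene NFKB1 fell from 11.5 to 1.06 FPKM (-3.00 ± 0.26), BCL3 from 17.2 to 1.53 FPKM (-2.78 ± 0.19) and the inhibitor NFKBIA from 16.6 to 3.91 FPKM (-1.84 ± 0.32), and the chemokine gene IL8 rose from 0.11 to 1.81 FPKM (1.40 ± 0.22). Of 16 measured members 6 rose and 4 fell over all genes and adjusted over the list alone, with a median of 0.33 and a test pointing up against a mean of -0.05 (camera adjusted p = 0.421). Interferon genes included large rises, as IRF7 went from 5.94 to 142 FPKM (5.01 ± 0.31), OASL from 1.67 to 17.7 FPKM (3.03 ± 0.19), IFI27 from 2.4 to 23.9 FPKM (2.95 ± 0.18) and IFI6 from 28.2 to 138 FPKM (2.44 ± 0.45). Of 27 measured members of the list of interferon response and antigen presentation 13 rose and 7 fell over all genes and adjusted over the list alone (median 0.47, camera adjusted p = 0.0612). This list passed the threshold without 150 nM (adjusted p = 0.0482) or without 300 nM (0.0254).

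Death and stress genes split as well. The receptor gene TNFRSF1A fell from 60.3 to 6.9 FPKM (-3.18 ± 0.16) and the proapoptotic gene BID fell from 33.8 to 5.79 FPKM (-2.45 ± 0.17), beside the fall of BCL2L1 and the rise of BMF. Of 28 measured members of the BCL2 family and death receptors 11 rose and 11 fell over all genes and adjusted over the list alone, with a median of -0.12 that became 0.01 under median ratio rescaling, with 12 rising and 9 falling (camera adjusted p = 0.92). Among p53 targets TNFRSF10B rose from 23.8 to 86.6 FPKM (2.36 ± 0.28), PLK3 from 20.9 to 59.1 FPKM (1.91 ± 0.23) and TP53INP1 from 1.27 to 5.02 FPKM (1.86 ± 0.39), and PHLDA3 fell from 63.7 to 14.2 FPKM (-2.15 ± 0.22). Of 28 measured p53 targets 14 rose and 7 fell over all genes and adjusted over the list alone (median 0.51, camera adjusted p = 0.254). The stress factor ATF3 rose from 14.8 to 134 FPKM (3.74 ± 0.41), while TRIB3 fell from 77.9 to 11.8 FPKM (-2.65 ± 0.30), the serine synthesis enzyme PSAT1 from 113 to 26.7 FPKM (-2.14 ± 0.35) and DDIT4 from 185 to 45.7 FPKM (-1.89 ± 0.12). Of 26 measured members of the list of unfolded protein and amino acid response 6 rose and 11 fell over all genes and adjusted over the list alone (camera adjusted p = 0.706). Under quantile and under median ratio rescaling 9 rose and 10 fell. Metallothioneins, which bind zinc and copper, rose in 5 of 9 measured members and fell in 0 over all genes and adjusted over the list alone (camera adjusted p = 0.115). MT1X rose from 88.5 to 713 FPKM (3.42 ± 0.23), MT2A from 2144 to 6773 FPKM (1.90 ± 0.25) and MT1L from 0.784 to 2.73 FPKM (1.29 ± 0.28). MT1H, listed at 0 in DMSO, rose to 1.83 FPKM and was not called without 300 nM (adjusted p = 0.0536).

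Metabolic genes moved in both directions within their lists. ARRDC4, an arrestin-domain gene induced by glucose, rose from 0.697 to 35.3 FPKM (5.23 ± 0.41), ALDOC rose from 29.8 to 140.0 FPKM (2.18 ± 0.18) and HK1 rose from 27.8 to 68.5 FPKM (1.16 ± 0.21), while the glucose transporter SLC2A1 fell from 95.8 to 42 FPKM (-1.53 ± 0.34), after 124 FPKM at 18.75 nM. Of 20 measured glycolysis genes 6 rose and 9 fell over all genes and adjusted over the list alone, with a median of -0.30, a test pointing down and a mean of 0.12 (camera adjusted p = 0.781). Quantile rescaling gave 7 rising and 7 falling members and median ratio rescaling 8 and 7. TXNIP, the paralog of ARRDC4, was listed at 0 in each of the 9 libraries and was not tested. In cholesterol and fatty acid synthesis ELOVL6 fell from 13.9 to 2.1 FPKM (-2.56 ± 0.18), and INSIG1 rose from 20.1 to 126 FPKM (2.74 ± 0.22) and IDI1 from 40.8 to 148 FPKM (1.79 ± 0.24). Of 29 measured members 9 rose and 12 fell over all genes and adjusted over the list alone, and the median of -0.07 became 0.12 under quantile and 0.10 under median ratio rescaling (camera adjusted p = 0.858). The counts became 10 and 9 under quantile and 10 and 10 under median ratio rescaling. Oxidative phosphorylation had 10 rising and 10 falling of 39 measured members, or 10 and 9 adjusted over the list alone (camera adjusted p = 0.835). NDUFA2 rose from 117 to 263 FPKM (1.44 ± 0.13) and NDUFA8 from 137 to 258 FPKM (1.19 ± 0.13), and CYC1 fell from 511 to 233 FPKM (-1.21 ± 0.13). That list's median of -0.05 differed in sign from its mean of 0.03 and its test, and became 0.12 under median ratio rescaling. The even split depended on the scaling, with 17 rising and 7 falling members under quantile and 18 and 7 under median ratio rescaling.

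Tubulin genes moved in both directions in the cytoskeleton list, where TUBA1A rose from 19.8 to 157 FPKM (3.05 ± 0.48) while TUBB fell from 1171 to 191 FPKM (-2.98 ± 0.17) and TUBA1B fell from 795 to 224 FPKM (-2.10 ± 0.16). The tropomyosin TPM4 fell from 146 to 40.8 FPKM (-2.19 ± 0.17). Of 30 measured members of the actin and tubulin list 13 rose and 10 fell over all genes, and 14 rose and 10 fell adjusted over the list alone (camera adjusted p = 0.421). Reference genes were not flat, since ACTB rose from 2556 to 3588 FPKM (0.59 ± 0.12), C1orf43 fell from 97.7 to 27 FPKM (-1.96 ± 0.11), IPO8 fell from 5.47 to 2.5 FPKM (-1.01 ± 0.13) and REEP5 fell from 26.5 to 13.7 FPKM (-0.89 ± 0.09). Of 22 measured reference genes 5 rose and 9 fell over all genes and adjusted over the list alone (camera adjusted p = 0.406), and the median of -0.10 became 0.03 under quantile and 0.07 under median ratio rescaling. TBP was at 16.7 FPKM in DMSO and 16.1 FPKM at 300 nM (-0.06 ± 0.20) and was not called in the trend, with 0.14 under quantile rescaling, but stood at 11.7 FPKM at 18.75 nM, with a called quadratic term of 0.50 ± 0.09 (adjusted p = 0.00458). GAPDH was at 7006 FPKM in DMSO and 6779.9 FPKM at 300 nM (0.04 ± 0.08) and was not called, but gave -0.09 under quantile and 0.21 under median ratio rescaling, where it was called (adjusted p = 0.0151).

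Of the 30 lists, 4 rose and 5 fell at an adjusted p of 0.05 with camera's preset correlation of 0.01, and 0 did with an estimated correlation, where the lowest adjusted p was 0.572. The adjustment gave this value to called lists and to uncalled ones such as reference genes, so it does not tell lists apart. The mitosis list, with an estimate of 0.79, and the list of leukocyte, endothelial and blood cell markers, with -0.12, both had it. Among the 11423 genes of at least 1 FPKM in DMSO and at 4.68 nM, 0 lists rose and 4 fell. Those that fell were mitosis, DNA replication, recombination, and ribosome biogenesis with MYC targets. The rotation test fry gave an adjusted p under 0.05 for 20 lists, which says that their members moved on balance one way but does not compare them with other genes.

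Some genes turned inside the dose range. TNS4, a focal adhesion protein gene, went from 8.93 FPKM in DMSO to 32.3 at 9.37 nM and 5.41 at 300 nM, and the transcription factor gene FOXC1 went from 13 to 34.2 at 30 nM and 11.3 at 300 nM. TEX19, a germline gene, went from 2.47 to 23.5 at 37.5 nM and 15.7 at 300 nM, and PRF1, encoding perforin, from 2.27 to 5.87 at 18.75 nM and 0.581 at 300 nM. In the opposite sense the phosphatase gene DUSP2 went from 23.4 to 9.48 at 30 nM and 57.8 at 300 nM, and the stress genes CHAC1 and DDIT3 were lowest at 9.37 nM, at 4.68 and 18.4 FPKM, with 23 and 90.8 at 300 nM. RMRP, a structured non-coding RNA, stood at 455 FPKM in DMSO, at 74.7 at 4.68 nM and at 286 at 300 nM. Its fall is a step from the 1 DMSO library. Its quadratic term was 2.03 ± 0.54 (adjusted p = 0.0395), but the spline test of a smooth response did not call it (adjusted p = 0.0664). The quadratic term was -2.00 ± 0.36 for TNS4 (adjusted p = 0.0087), -1.59 ± 0.15 for FOXC1 (adjusted p = 0.00041), 1.92 ± 0.28 for DUSP2 (adjusted p = 0.00313) and 1.82 ± 0.39 for CHAC1 (adjusted p = 0.0163). Without DMSO the straight line gained a call, with a rise, for RMRP (1.91), CHAC1 (1.94) and DUSP2 (2.50). TNS4 also gained a call, with a change of -2.93. TEX19, called as rising in the main trend, lost its call without DMSO (1.21, adjusted p = 0.199).

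**Figure D3:**
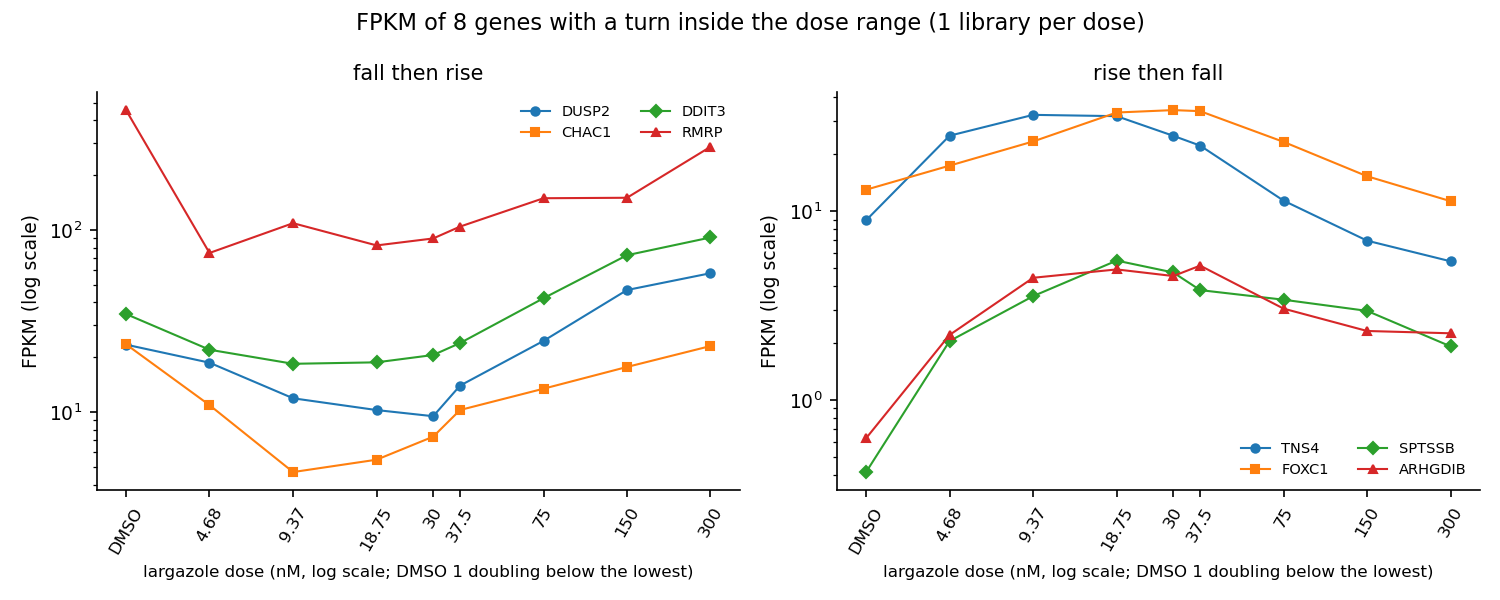
FPKM (log scale) of 4 genes that fell and then rose and 4 that rose and then fell, in the 9 libraries, 1 per dose, against largazole dose on a log scale with DMSO placed 1 doubling below 4.68 nM. FOXC1 stood at 13 FPKM in DMSO, 34.2 at 30 nM and 11.3 at 300 nM, and DUSP2 at 23.4, 9.48 and 57.8.

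Curvature was called with a positive quadratic term in 1801 genes and a negative one in 1430. Most of these genes flattened or steepened without turning, with 1181 falls that flattened, 838 rises that flattened, 425 falls that steepened and 552 rises that steepened. Rises that flattened included DHRS2 (quadratic term -2.36 ± 0.25), CEND1 (-2.31 ± 0.36), ZCCHC12, which rose from 0.983 to 68.4 FPKM (5.37 ± 0.69), and the nerve growth factor receptor gene NGFR, which rose from 4.09 to 99.9 FPKM (4.28 ± 0.65). A turn of at least log2 0.5 was fitted in 167 genes that rose and then fell, with a median fitted peak at 27.4 nM, and in 68 that fell and then rose, with a median fitted trough at 27 nM. The genes MIR675, MIR4517 and SNORA45, also picked by the fixed rule, are short RNAs, and MIR675 and MIR4517 are listed at 0 from 9.37 to 75 nM. Without DMSO 75 genes rose and then fell, of which 47 were among the 167, 32 fell and then rose, of which 18 were among the 68, and the positive terms numbered 1059. Without 300 nM 132 rose and then fell, with 83 of the 167 among them, and 50 fell and then rose, with 28 of the 68. Median ratio rescaling gave 221 that rose and then fell and 44 that fell and then rose. Positive terms also dropped to 1163 under quantile and 1115 under median ratio rescaling. Negative terms numbered 1572 and 1931 there, so that they outnumbered the positive ones under both rescalings. A smooth response of any shape, tested with 3 spline terms, was called for 10402 genes (79.9%).

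Single doses were set against the DMSO library without a test. At 4.68 nM 89 genes were at least 2-fold higher and 110 at least 2-fold lower among genes of at least 5 FPKM in either library, of which 15 higher and 24 lower were not short RNAs. At 9.37 nM the counts were 201 and 171, or 123 and 63 without short RNAs, at 18.75 nM 389 and 476, and at 30 nM 599 and 903. At 75 nM 912 genes were higher and 1415 lower, at 150 nM 1073 and 1714, and at 300 nM 1170 and 1747. DHRS2 had already passed 2-fold at 4.68 nM, with 25.6 FPKM against 10.2 in DMSO, and CTGF stood at 0.861 FPKM at 4.68 nM and 11.9 at 37.5 nM. TYMS was at 28.6 FPKM at 18.75 nM, and MYC stayed between 182 and 222 FPKM from 9.37 to 37.5 nM before it reached 65.1 at 300 nM. On the first principal component, which held 78.3% of the variance, the libraries lay in the order of dose.

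**Figure D4:**
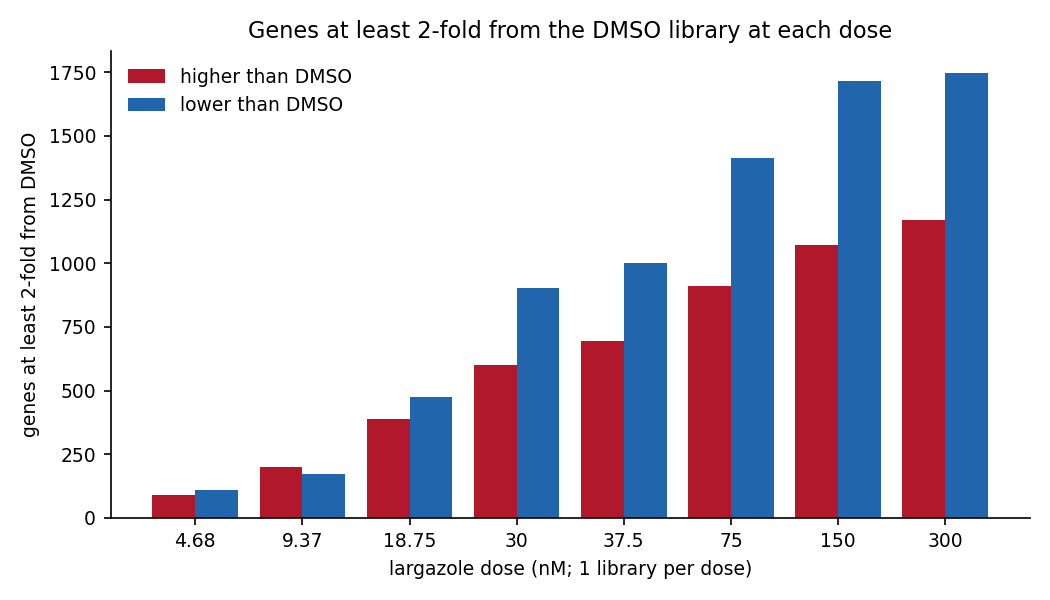
Number of genes at least 2-fold higher or lower than in the DMSO library at each dose, 1 library per dose, among genes of at least 5 FPKM in either library. The counts grew from 89 higher and 110 lower at 4.68 nM to 1170 higher and 1747 lower at 300 nM.

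The midpoint dose, the lowest dose from which a called gene stayed at or beyond 0.5 of its mean log2 change at 150 and 300 nM, had a median of 30 nM for rising and for falling genes, with quartiles of 18.75 and 75 nM in both. It lay between 9.37 and 75 nM for 92.4% of rising and 92.9% of falling genes. DHRS2 reached it at 18.75 nM, VGF at 18.75 nM, H1F0 at 18.75 nM and CTGF at 75 nM. Among falling genes TYMS reached it at 18.75 nM, MALL at 37.5 nM, CD44 at 30 nM and MYC at 150 nM. Without DMSO or without 30 nM the median was 37.5 nM for both directions.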

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

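Zeros as missing, median ratio rescaling, the removal of short RNA rows and lists among genes of at least 1 FPKM in DMSO and at 4.68 nM were chosen only after the data were seen, and the other alternatives were fixed before. The alternatives for counts (other size factors, the upper quartile, the library total and count tests) were not run because the unit is FPKM. No paired analysis was possible because each dose has 1 library. Of 673 alternative values of the counts and lists, 606 stayed on the same side of the threshold or within 1.5 times the main count. Of 2457 alternative values of 189 named genes, 2391 kept their direction and side of the threshold, 57 lost the call, 8 gained it and 1 reversed. The value that reversed was -0.30 with zeros as missing, and the removal of the zeros is the cause. Unknown depth limits what can be said of genes near 1 FPKM. Unless a cause is given here, the cause was not tested.

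Fewer genes tested gave fewer calls with the filter of 10 FPKM, at 2006 rising and 2869 falling genes, 725 negative quadratic terms and 5910 smooth responses. With the dose in nM 2152 genes rose and 2489 fell. Of the 8639 genes called in the trend, 7987 kept their call under quantile and 7924 under median ratio rescaling. Positive quadratic terms numbered 1163 under quantile and 1115 under median ratio rescaling, against 1572 and 1931 negative ones. Leaving out each library in turn, genes rising ranged from 3579 to 3949, genes falling from 4332 to 4652, positive quadratic terms from 1059 to 1803 and the median midpoint dose from 30 to 37.5 nM in both directions.

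The fold limit changed the counts of single doses, least so between 2-fold and 4-fold at 4.68 nM. At 1.5-fold 405 genes passed at 4.68 nM, 1171 at 9.37 nM, 2516 at 18.75 nM, 3443 at 30 nM, 3727 at 37.5 nM, 4362 at 75 nM, 4826 at 150 nM and 4950 at 300 nM. At 4-fold 139 genes passed at 4.68 nM, against 199 at 2-fold. The other 4-fold counts were 158 at 9.37 nM, 199 at 18.75 nM, 311 at 30 nM, 343 at 37.5 nM, 516 at 75 nM, 671 at 150 nM and 746 at 300 nM. Without short RNA rows 39 genes passed 2-fold at 4.68 nM and 186 at 9.37 nM.

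With an estimated correlation 0 lists rose and 0 fell, at an adjusted p of 0.619 for DNA replication and 0.572 for the other called lists. With fry 9 lists rose and 11 fell, and those that gained a call were reference genes (2.12e-06), acetyltransferases (2.38e-05), class I HDACs (3.12e-05), BCL2 family (0.000241), retinal pigment epithelium (0.000291), interferon (0.00081), metallothioneins (0.00191), CDK inhibitors (0.00204), glycolysis (0.00801), other deacetylases (0.0183) and unfolded protein (0.0275). Fry asks only whether members move on balance one way, a different question. Among genes of at least 1 FPKM in DMSO and at 4.68 nM 0 lists rose, and the histone (0.0527), neuronal (0.0755), epithelial (0.145), mesenchymal (0.148) and leukocyte, endothelial and blood cell (0.674) lists lost their calls, the last with 1 member left. Under quantile rescaling the epithelial list (0.0546) and the leukocyte, endothelial and blood cell list (0.0583) lost their calls. Leaving out each library in turn, the adjusted p ranged from 0.0198 to 0.0506 for the epithelial list, from 0.00234 to 0.0561 for the neuronal list, from 0.0495 to 0.112 for the acetyltransferases and from 0.0254 to 0.175 for the interferon list.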

Other observations

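The tests of gene families, of zeros at shared loci, of values beside zeros, of scaling and of neighbouring genes were chosen only after the result was seen. Families of genes with a shared symbol stem and at least 12 measured members numbered 107, and 3 of them moved in the trend. Genes of intraflagellar transport, which carries cargo along cilia, rose in 10 of 13 measured members and fell in 0, with a median of 1.03 (camera adjusted p = 0.0187, and adjusted p = 0.921 with an estimated correlation). IFT27 rose from 25.1 to 66.2 FPKM (1.52 ± 0.11) and IFT20 rose from 17 to 40.2 FPKM (1.54 ± 0.25). Genes with the stem MRPL, for large subunit proteins of the mitochondrial ribosome, fell in 31 of 48 members and rose in 6. Their median was -0.57 (camera adjusted p = 0.0274, and adjusted p = 0.921 with an estimated correlation). The 6 include MRPL42P5, a pseudogene by its symbol, which rose from 0.751 to 2.71 FPKM (1.09 ± 0.22). MRPL15 fell from 43.1 to 15.6 FPKM (-1.62 ± 0.16). Nucleoporins (NUP), which build the nuclear pore, fell in 14 of 20 members and rose in 1, with a median of -1.04 (camera adjusted p = 0.0274, and adjusted p = 0.921 with an estimated correlation). NUP210 fell from 26.5 to 7.02 FPKM (-2.05 ± 0.13) and NUP62 fell from 57 to 18 FPKM (-2.02 ± 0.20). The medians of these families kept their signs under quantile and median ratio rescaling.

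Genes absent at low doses appeared at high doses more often than the reverse. Of 7223 genes under 0.2 FPKM in DMSO and at 4.68 nM, 85 appeared, with at least 1 FPKM at 150 and 300 nM. By the mirrored rule 10 of 11237 genes disappeared. The rule is not even in fold, since an abundant gene must fall much further than a silent one must rise. Genes that disappeared started from means of 1.14 to 2.88 FPKM in DMSO and at 4.68 nM. How much of the excess these limits set was not tested. Among all tested genes, falls of at least log2 2 outnumbered such rises (465 against 432). The cytokine gene CSF3 was listed at 0 in DMSO and at 23.3 FPKM at 300 nM, and DKK4, a WNT antagonist gene, went from 0.146 to 28.9 FPKM. Among those that disappeared, ZBED2 went from 2.62 to 0.0437 FPKM and EHF, an epithelial transcription factor gene, from 1.56 to 0.101 FPKM. A common factor of the high dose libraries is argued against as the whole cause, since by the rule it would have to reach log2 2.32. The median log2 ratio of 150 and 300 nM over DMSO and 4.68 nM was -0.15 in 6492 genes of at least 5 FPKM in every library (spread 0.79). Reads of overlapping or nearby genes are argued against, since genes with a locus of their own and no rising gene within 10 kb gave 58 and 8, a ratio of 7.25. Greater depth at the high doses is argued against by a relative depth of 150 and 300 nM over DMSO and 4.68 nM of 0.907. A hypothesis left open and untested is that HDAC inhibition may start transcription of silent genes, while slow decay of existing RNA within 16 h may keep genes from disappearing.

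Abundant genes were listed at 0 in single libraries between values of many FPKM, as given for CDKN1A, KRT8 and KRT18. Failed estimates in the deposited quantification are consistent with the 1 locus that holds more than 1 such gene, where KRT8 and KRT18 shared 100% of their zeros (2 of 2 libraries, against a chance of 0.0278 for 1 of 36 pairs of libraries). A loss of the RNA at those doses stays open, graded or abrupt, since 1 library stands for each dose. The lowest of 29 values beside a zero was 0.535 of the gene's median in its other libraries, but this cannot be read against a graded loss, because the 9 genes were kept for values of at least 5 FPKM beside their zeros and 4 others were left out by that rule.

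The 167 genes that rose and then fell may owe their shape in part to the libraries at the ends of the series. Without DMSO 75 genes had that shape, 47 of the 167 among them, and without 300 nM 132 genes had it, 83 of the 167 among them. A DMSO library standing apart stays open for part of them, as does the loss of an end of the curve when either library is left out. Median ratio rescaling decides nothing about scaling here, since it moves genes toward this shape (221 in place of 167). A common factor of each library is argued against as the whole cause, since it would give all genes about the same curvature. The median quadratic term was 0.0941 in 6449 other genes of at least 5 FPKM in every library (spread 0.28). The value of -0.58 in the gene of the 167 nearest 0 reflects how the 167 were selected. A smaller common factor that moved genes over the limit therefore stays open. A biological turn near 30 nM, as at FOXC1, stays open and untested, since no dose was repeated.

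Neighbouring genes changed alike, with a Spearman correlation across gene pairs of 0.121 at gaps up to 10 kb (2856 pairs) and of 0.0633 at 10 to 100 kb (3526 pairs), above the highest of 1000 shuffled gene orders of 0.0495 at the latter distance, and genes are not independent replicates. Reads shared by overlapping or touching genes alone are argued against by the value at 10 to 100 kb. At 100 to 1000 kb it was 0.0295, which 87 of 1000 shuffled orders reached. Chance as the source of the counts can be excluded for each of the dose models. In 100 orders of the doses, the real one included, only 1 order, the real one, gave as many trend genes (8639 against 7718 in the highest other), curved genes (3231 against 2306) and smooth responses (10402 against 6920). Of 35 splits of 8 libraries into ranges of low and high dose, 1, the real one, gave as many genes (7418 against 4).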
